# USP16 regulates castration-resistant prostate cancer cell proliferation by deubiquitinating and stablizing c-Myc

**DOI:** 10.1186/s13046-021-01843-8

**Published:** 2021-02-05

**Authors:** Jianchao Ge, Wandong Yu, Junhong Li, Hangbin Ma, Pengyu Wang, Yinghao Zhou, Yang Wang, Jun Zhang, Guowei Shi

**Keywords:** USP16, C-Myc, Deubiquitinase, Prostate cancer

## Abstract

**Background:**

c-Myc, a well-established oncogene, plays an important role in the initiation and progression of various cancers, including prostate cancer. However, its mechanism in cancer cell remains largely unknown and whether there exist a deubiquitinase targeting c-Myc also remains elusive.

**Methods:**

Bioinformatic analysis and shRNA screening methods were used to identify potential deubiquitinases that correlate with c-Myc gene signature. Cell proliferation and viability were measured by Cell-Counting-Kit 8 and colony formation assays. A mouse xenograft model of PC3 cells was established to confirm the function of USP16 in vivo. The interaction between USP16 and c-Myc protein was assessed by co-immunoprecipitation and protein co-localization assays. Immunohistochemistry staining was performed to detect the expression of USP16, Ki67, and c-Myc in xenograft tissues and clinical tumour tissues. Furthermore, the correlation between USP16 and c-Myc was confirmed by RNA sequencing.

**Results:**

Functional analyses identified USP16, known as a deubiquitinase, was strongly correlated with the c-Myc gene signature. Depletion of USP16 was shown to significantly suppress the growth of PCa cells both in vitro and in vivo. Co-immunoprecipitation and ubiquitination assays confirmed that USP16 served as a novel deubiquitinase of c-Myc and overexpression of c-Myc significantly rescued the effects of USP16 disruption. Immunohistochemistry staining and RNA-seq tactics were further used to confirm the positive correlation between USP16 and c-Myc expression. Expression of USP16 in human PCa tissues was higher than that seen in normal prostate tissues and its high expression was found associated with poor prognosis.

**Conclusions:**

USP16 serves as a novel deubiquitinase of c-Myc. Downregulation of USP16 markedly suppressed PCa cell growth both in vitro and in vivo. USP16 regulates PCa cell proliferation by deubiquitinating and stabilizing c-Myc, making it a potential therapeutic candidate for the treatment of PCa.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-021-01843-8.

## Background

Prostate cancer (PCa) is one of the leading causes of death in men worldwide [1]. Due to the significance of androgen receptor (AR) signalling in tumourigenesis of PCa [2], most patients with primary PCa receive androgen deprivation treatment (ADT) as their first-line therapy [3]. Although ADT could achieve strong response at the early stage of PCa treatment, almost all the patients relapse into castration-resistant prostate cancer (CRPC), which is considered as the latest stage of PCa and almost incurable, within 18–24 months [4]. As a result, patients with CRPC were forced to endure chemotherapy, such as docetaxel [5], which would cause severe side effects and deteriorate their quality of life. Hence, novel therapeutic strategies are in an urgent need for PCa, especially CRPC treatment.

The protein product of pro-oncogene *MYC* is a potent transcription factor that regulates the transcription of at least 15% of the entire genome [6], governs a diverse array of biological processes including cell proliferation [7], metabolism [8], protein translation [9], and cell-cycle progression [10]. Moreover, *MYC* has also been found as one of the key drivers of CRPC and neuroendocrine prostate cancer (NEPC) pathogenesis [11]. c-Myc is frequently overexpressed in CRPC and its expression is correlated with poor outcomes [12], while N-Myc drives NEPC progression from human prostate epithelium [13]. It has been reported that reduction of *MYC* levels in mice benefits multiple organs and promotes longevity [14].

Ubiquitination is a tightly regulated post-translational modification that could influence a wide range of physiological and pathological processes [15]. Deubiquitinases (DUBs) can reverse ubiquitination process by removing ubiquitin molecule from target proteins [16]. *MYC* is a short-lived protein and its stability is precisely regulated by the ubiquitin-proteasome system [17]. Several DUBs are known to regulate *MYC* stabilization including USP7 [18], USP22 [19], USP28 [20], USP36 [21], and USP37 [22]. Furthermore, P22077, a small molecule inhibitor of USP7, was reported to highly suppress growth of N-Myc-amplified neuroblastoma in a xenograft model [18]. Hence, selectively inhibiting DUBs that stabilize *MYC* could be an attractive strategy for the treatment of *MYC*-driven cancers.

Here, we performed a genome-wide screen to identify DUBs that are positively correlated with the c-Myc gene signature in PCa. As a result, USP16 was selected and revealed as a potential regulator of PCa cell proliferation both in vitro and in vivo. Moreover, USP16 was observed to co-localize and interact with c-Myc. In addition, knockdown of USP16 significantly reduced c-Myc abundance at the post-translational level, while overexpression of wild-type USP16, instead of its catalytic-inactive mutant (C205S) [23], stabilized c-Myc. Together, these data confirmed the role of USP16 as a novel c-Myc deubiquitinase, making it a potential therapeutic candidate for the treatment of primary PCa and CRPC.

## Methods

### Cell culture

PC3 and DU145 cell lines were obtained from the American Type Culture Collection (Manassas, VA). PC3 cells were cultured in RPMI1640 medium and DU145 cells were cultured in Dulbecco’s Modified Eagle’s medium (DMEM) supplemented with 10% foetal bovine serum (Gemini, Woodland Hills, CA) and 1% penicillin/streptomycin (Gibco, Grand Island, NY). All cells were maintained at 37 °C in a 5% CO2 humidified incubator.

### Plasmids and transfection

Short hairpin RNA (shRNA) sequences are listed in Additional file 1: Table S1. These sequences were cloned into the pLKO.1 vector, while Flag-tagged USP16 and c-Myc were cloned into the pLVX vector (Clontech 632,187). 

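USP16 (ENSG00000156256) lies on the forward strand of chromosome 21 of GRCh38, from 29024629 to 29054488, in GENCODE release 29. The sense sequence of shUSP16#1, GCCAGAAGAAATCATGTTTAT, matched positions 29054296 to 29054316, in the 3' untranslated region, within exon 19 of the 19 exons of the transcript with the longest coding sequence. The sense sequence of shUSP16#2, CGGTGATATTCCACAAGATTT, lies in the coding sequence and spans the junction of exons 18 and 19, between positions 29053942 and 29054069. The siRNA siUSP16 matched the coding sequence in exon 17, from 29050134 to 29050158. Each of these sites was present in 3 of the 4 protein-coding transcripts of USP16.

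**Figure D1:**
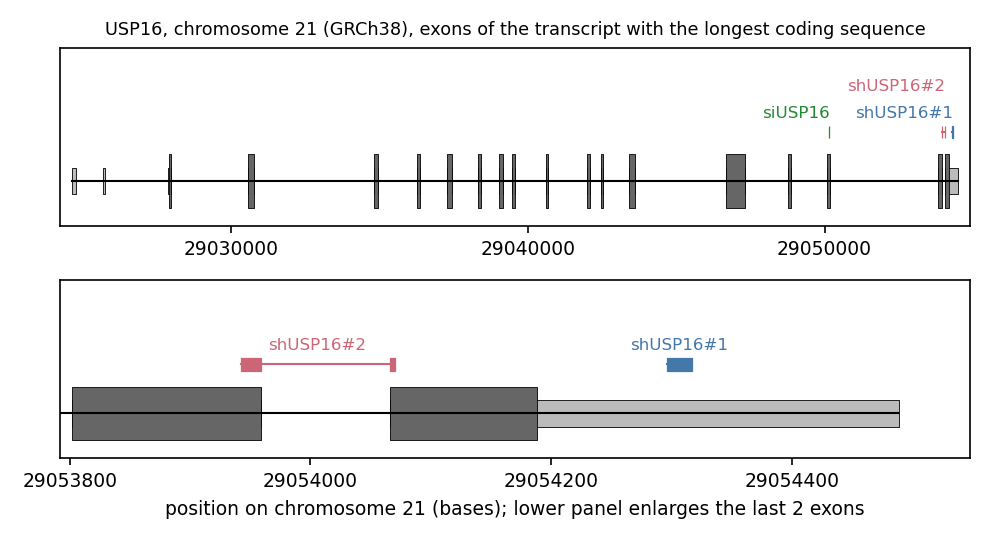
Exons of USP16 by position on chromosome 21 (GRCh38), with coding sequence as tall dark boxes and untranslated sequence as low light boxes, and the sites of shUSP16#1, shUSP16#2 and siUSP16 above them. The lower panel enlarges the last 2 exons, where shUSP16#2 spans an exon junction and shUSP16#1 lies in the 3' untranslated region.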

Plasmids were transfected into HEK293FT cells using PEI 25 K (23966–1; Polysciences, Warrington, PA, USA) according to the manufacturer’s instructions. Stable transformants of PC3 and DU145 cells were isolated in standard medium supplemented with puromycin (5 μg/mL) (Sigma-Aldrich, St. Louis, MO, USA) for 7 days.

The siRNAs were chemically synthesized by Genepharma (Shanghai, China). The sequences of siRNA (5′-3′) are as follows: siNC (UUCUCCGAACGUGUCACGU), siUSP16 (CCGGAAAUCUUAGAUUUGGCUCCUU). Cells were transfected with Lipofectamine 2000 (Invitrogen, Carlsbad, CA) following the manufacturer’s instructions and the culture medium was replaced about 6 h later. Forty-eight h after transfection, the cells were used for further experiments.Cell proliferation and colony formation assay.

Cell growth was measured by Cell Counting Kit-8 (CK04; Dojindo, Kumamoto, Japan) at indicated time points following the manufacturer’s instructions. The cells were seeded in 96-well plates (1000 cells per well). Ten μL CCK8 reagent was added to 100 μL medium in each well and then incubated at 37 °C for 3 h. The absorbance values were detected using a microplate reader (Tecan, Mechelen, Belgium) at 450 nm (A450).

Cells were cultured in 6-well plates (2000–3000 cells per well) in complete medium for 10–14 days depending on colony size. The cells were then fixed with methanol for 20 min and stained with 0.5% crystal violet for 1 h, and images were captured following a twice wash of PBS.

### Reagents and primary antibodies

MG132(52801ES08) and CHX (40325ES03) were purchased from Yeason (Shanghai, China). The following antibodies were used for western blotting: USP16 (A5861; Abclonal), c-Myc (GTX103436; GeneTex), β-actin (sc-47,778; Santa Cruz Biotechnology). Antibodies used for immunohistochemistry: USP16 (HPA021140; Sigma-Aldrich), Ki67 (sc-15,402; Santa Cruz), c-Myc (#ab32072, Abcam). Antibodies used for immunoprecipitation and immunofluorescence: Flag (#30503ES60, Yeason), USP16 (HPA021140; Sigma-Aldrich), c-Myc (13987S, Cell Signaling Technology).

### Immunoprecipitation and immunoblotting

Extracts for immunoprecipitation were prepared using NP-40 lysis buffer containing phenylmethylsulphonyl fluoride. The extracts were then incubated with protein A/G beads supplemented with the indicated antibodies at 4 °C overnight on a rotator. After incubation, beads were washed for three times and boiled in 1× loading buffer. Protein samples were loaded and separated by SDS-PAGE, and then the proteins were transferred to PVDF membranes and incubated with primary antibodies. Membranes were washed with 1× TBST and incubated with anti-mouse or anti-rabbit secondary antibodies for 1 h. Densitometric analysis was conducted using NIH ImageJ software.

### Real-time PCR analysis

RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. RNA was then reverse transcribed into cDNA using a PrimeScript 1st Strand cDNA Synthesis Kit (6110A; TaKaRa, Kyoto, Japan). qRT-PCR was performed using TB Green Premix ExTaq (Tli RNaseH Plus) (RR420; TaKaRa) on an ABI7500 System (Applied Bio Systems, Foster City, CA, USA). The relative expression levels of genes were calculated using the 2 − ΔΔCt method. GAPDH was used as an internal control for qRT-PCR. The sequence of primers used to amplify the target genes are listed in Additional file 1: Table S1.

### Animal experiments

Approximately 1 × 10^6^ PC3 cells infected by a lentivirus were mixed with Matrigel (volume, 1:1; 356,234; Corning, NY) and subcutaneously implanted into six-week-old male nude mice (*n* = 9). All mice were sacrificed after 8 weeks, at which point the tumours were dissected and weighed. The xenografts were paraffin-embedded for haematoxylin-eosin and immunohistochemical staining. The protocol was approved by the Institutional Animal Care and Use Committee of Shanghai Veterinary Research Institute.

### IHC staining

Tissue sections were deparaffinised in xylene solutions followed by rehydration in graded ethanol. After this, slides were incubated in 3% hydrogen peroxide for 10 min and then boiled in citrate solution (pH = 6) in a microwave for 20 min and cooled to room temperature. The slides were then blocked in an appropriate blocking solution for 30 min and subsequently incubated with primary antibodies overnight at 4 °C. The final IHC scores = intensity score × percentage score. Intensity was scored according to staining intensity (0: negative, 1: weak, 2: moderate, and 3: strong); percentage score was evaluated based on the percentage of stained cells (0: 0%, 1: 1–25%, 2: 26–50%, 3: 51–75%, and 4: 76–100%).

### Immunofluorescence

Cells were seeded at a density of 2 × 10^4^ cells/well in a 24-well plate and cultured for 24 h. After this, the cells were fixed with paraformaldehyde, permeabilized with 0.1% Triton X-100 for 10 min, incubated with the primary antibodies at 4 °C overnight, and then incubated with fluorescent-labelled secondary antibodies for 1 h. The nuclei were counterstained with DAPI. Cell images were captured with a fluorescence microscope (Nikon Eclipse E200).

### RNA sequencing and expression analysis

Total RNA extracted from indicated groups of PC3 cells was subjected to RNA sequencing (RNA-seq) performed by Majorbio Biopharm Technology (Shanghai, China). Expression profiles were obtained using the Majorbio Cloud Platform. The sequence data have been uploaded to Gene Expression Omnibus (GEO, GSE160818).

Gene expression datasets of human PCa samples were downloaded from NCBI-GEO (https://www.ncbi.nlm.nih.gov/geo/). Gene set enrichment analysis (GSEA) was performed using software provided by the Broad Institute (http://www.broadinstitute.org/gsea/index.jsp). The permutation type was “phenotype”, and the genes were ranked based on Pearson correlation score.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism software (version 7; GraphPad Software, La Jolla, CA). Quantitative data obtained from experiments with biological replicates are presented as mean ± SD. Pearson correlation and linear regression analysis were performed. Tumor onset analysis was performed with log-rank tests. Two-tailed Student’s t-test was used to analyze the quantitative data and *p* values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01 and ***p < 0.001.

## Results

### USP16 is positively correlated with the c-Myc gene signature

To explore potential DUBs that may regulate c-Myc signalling, we performed differential expression analysis of control and c-Myc-overexpressing PCa cells (GSE51384), revealing 310 c-Myc mediated up-regulated genes (Fig. 1a and Additional file 2: Table S2). This set of genes was defined as a c-Myc gene signature and then imported into GSEA software for gene set enrichment analysis. Using this dataset, we screened for ubiquitin-specific proteases (USP) that were positively correlated with the c-Myc signature in four publicly available human PCa datasets (GSE62872, GSE79021, GSE134501, and GSE134160). Merging of these four independent analyses revealed a set of five USPs (USP16, USP22, USP28, USP38, and USP40) that consistently were identified across all dataset analyses (Fig. 1b).

**Fig. 1:**
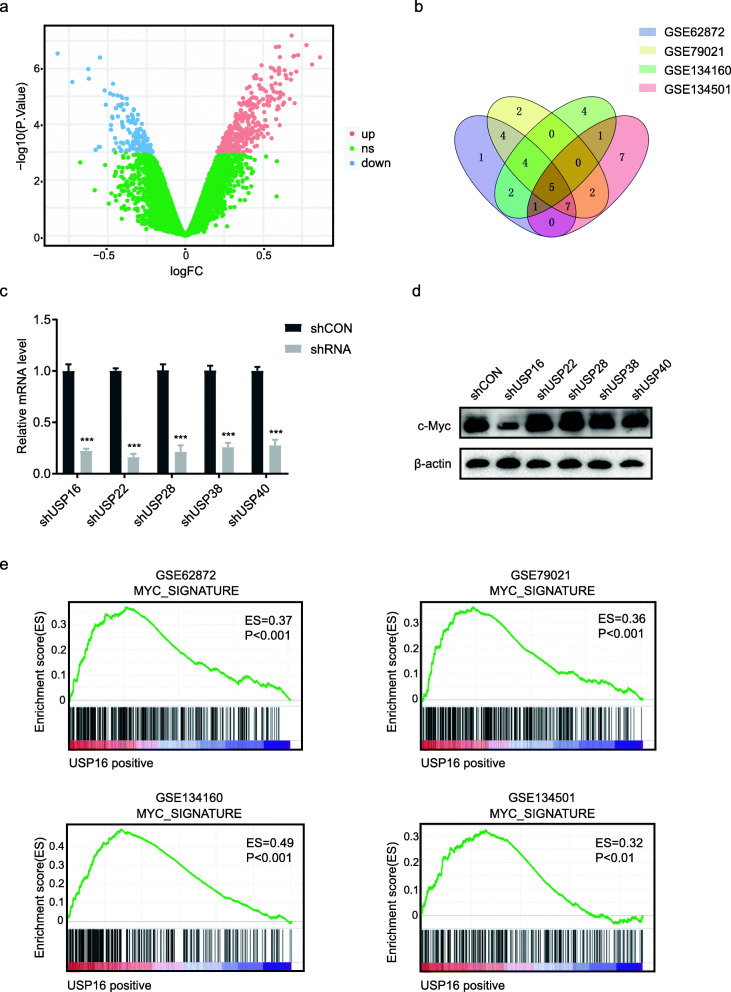
USP16 is highly associated with c-Myc gene signature. **a** A volcano plot presents the differentially expressed genes between control and c-Myc-overexpressing PCa cells. **b** Venn diagram showing USPs that were positively correlated with the c-Myc gene signature in PCa datasets. USP numbers are labelled inside each of the ovals. **c** Knockdown efficiency of shRNAs is shown. **d** Western blot analysis of PC3 cells transfected with indicated shRNAs. **e** Plots indicating a significant positive correlation between USP16 and the c-Myc gene signature in four independent PCa datasets

Next, we transfected shRNAs of the five USPs into PC3 cells, and the knockdown efficiency of shRNAs was measured by qRT-PCR (Fig. 1c). Analysis of c-Myc protein levels by Western blot revealed that knockdown of USP16 significantly decreased the abundance of c-Myc (Fig. 1d). Taken together, these data suggest that USP16 is strongly associated with the c-Myc signalling pathway and may play an important role in PCa. The positive correlation between USP16 and the c-Myc gene signature in PCa datasets was shown in Fig. 1e.

### Targeting USP16 inhibits CRPC cells proliferation in vitro

To better understand the role of USP16 in PCa cells in vitro, we silenced USP16 in two CRPC cell lines: PC3 and DU145 cells, which characterized by androgen-independent growth. The knockdown efficiency of USP16 was confirmed by Western blot (Fig. 2a). Cells proliferation were then analysed using a CCK-8 assay, and the results revealed that knockdown of USP16 markedly reduced cell growth in PCa cells (Fig. 2b and c). Colony formation assays yielded the similar results that USP16 deletion results in significant reductions in cell colony numbers relative to controls (Fig. 2d and e). Concordantly, we found that ectopic expression of USP16 mostly restored the proliferation rate of USP16 knockdown cells (Fig. 2f and g). Collectively, these results indicate that USP16 is necessary for the growth of CRPC cells.

**Fig. 2:**
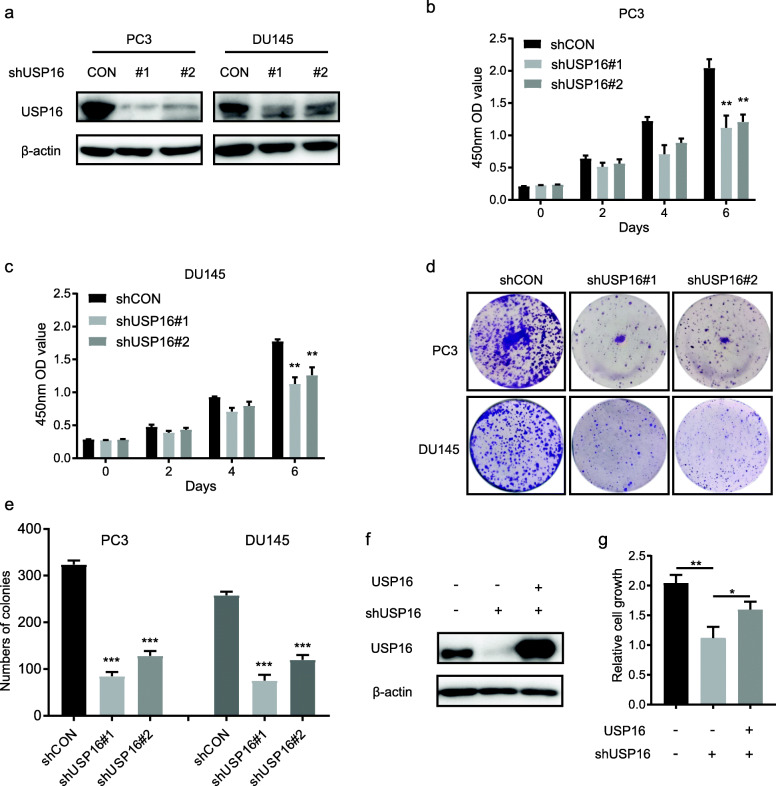
Disrupting USP16 impairs PCa cell viability. **a** The knockdown efficiency of shRNA was confirmed by Western blot; β-actin was used as a loading control. **b** and **c** The viability of PC3 and DU145 cells was measured by CCK-8 assay at the indicated times. **d** and **e** Colony formation assays were performed in PC3 and DU145 cells transfected with the indicated shRNAs and the colony numbers of each group are shown. **f** PC3 cells were infected with control or USP16 (shUSP16#1-resistant) lentivirus as indicated with or without USP16 knockdown. USP16 protein level was measured by Western blot. **g** Relative cell growth was determined using a CCK-8 assay at day 6. Each value represents the mean ± standard deviation of three independent experiments

### USP16 knockdown suppresses growth of PCa tumour xenografts

To further elucidate the role of USP16 in the growth of PCa cells in vivo, PC3 cells stably expressing shRNA targeting USP16 (shUSP16) or vector control (shCON) were subcutaneously injected into 6-week-old male nude mice. After 8 weeks, the mice were sacrificed and the xenografts were extracted for further investigation. The control group xenografts (shCON) were larger and weighed significantly heavier than those in the USP16 knockdown group (shUSP16) (Fig. 3a and b). In addition, the inhibition of USP16 led to a delayed tumour onset in nude mice (Fig. 3c). IHC staining analysis of the xenograft tissues revealed that inhibiting USP16 reduced Ki67 expression, indicating USP16 knockdown impaired the proliferation of PCa cells (Fig. 3d–f). These results demonstrate that inhibiting USP16 significantly suppressed PCa cell growth in vivo.

**Fig. 3:**
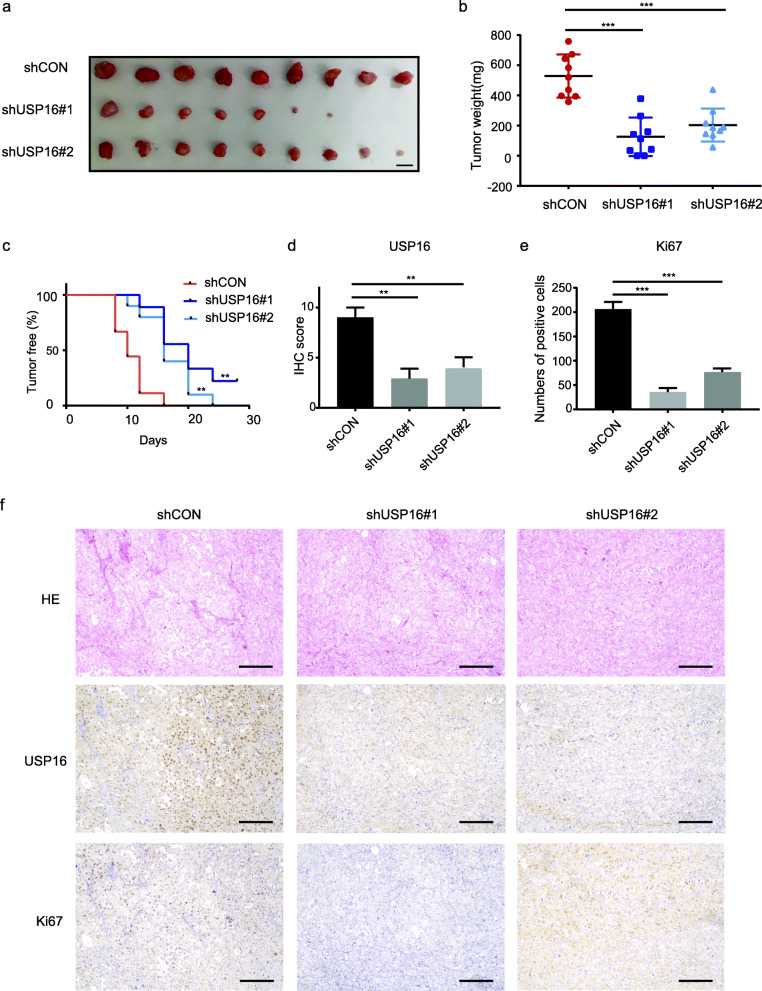
Knockdown of USP16 impeded PCa tumour growth in vivo. **a** PC3-shCON and PC3-shUSP16 cells (5 × 10^5^) were suspended in Matrigel (volume, 1:1) and subcutaneously implanted into nude mice (*n* = 9). Mice were sacrificed 8 weeks later, and the volumes of the xenograft tumours were determined (scale bar: 10 mm). **b** The weights of the xenograft tumours are shown. Error bars represent mean ± standard deviation (Mann–Whitney test; *n* = 9). **c** Kaplan–Meier analysis of tumour onset (log rank). **d** USP16 expression is shown as an IHC score (Mann–Whitney test). **e** Ki67 expression is expressed as the number of positive cells. **f** Haematoxylin-eosin (HE) staining and USP16 and Ki67 IHC staining in tumour xenografts (scale bar: 100 μm)

### USP16 stabilizes c-Myc in a deubiquitination activity-dependent manner

In previous assays, we observed the malignant effects of USP16 in PCa cells, and then we would like to further uncover the underlying mechanisms of how USP16 exert such effects. We found that knockdown of USP16 dramatically reduced c-Myc protein abundance but did not affect its mRNA levels (Fig. 4a and b), suggesting that the regulation of c-Myc by USP16 occurs at the post-transcriptional level. Moreover, treatment with proteasome inhibitor MG132 significantly attenuated the effect of USP16 knockdown on c-Myc protein level (Fig. 4c and d). Next, we examined whether USP16 could regulate the stability of c-Myc using a cycloheximide (CHX) chase assay. PC3 cells were treated with 50 μg/L CHX and c-Myc protein levels were measured at a series of indicated time points. We found that ectopic expression of USP16 enhanced the stability of c-Myc protein, while USP16 knockdown reduced the half-life of c-Myc protein (Fig. 4e and f). These data indicate that USP16 specifically sustains c-Myc stability through the ubiquitination-proteasome pathway.

**Fig. 4:**
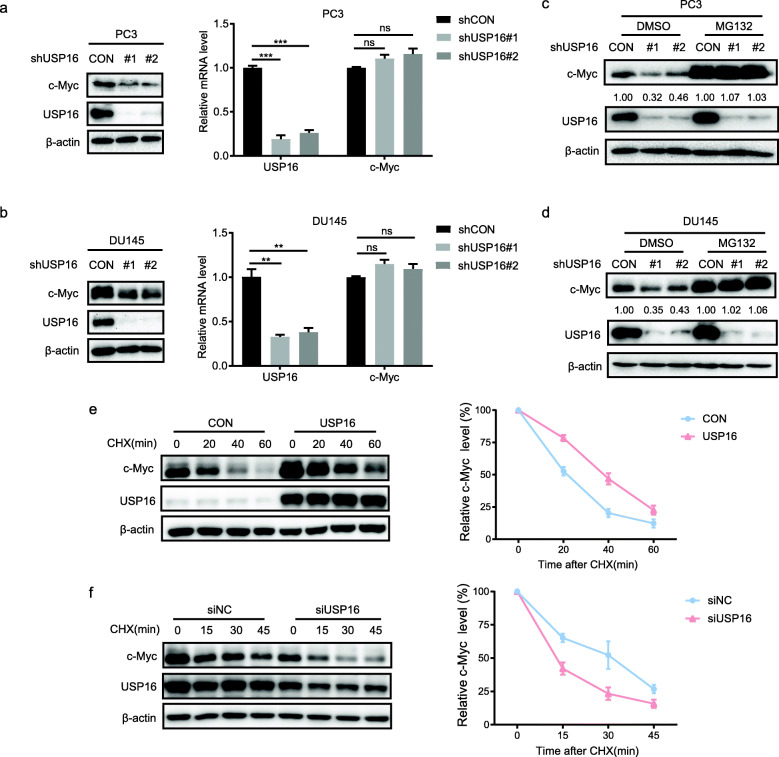
USP16 regulates c-Myc stability at the post-transcriptional level. **a** and **b** Expression of USP16 and c-Myc proteins were measured by Western blot, and mRNA levels of USP16 and c-Myc were detected by qRT-PCR. **c** and **d** PC3 and DU145 cells were treated with 10 μmol/L of MG132 for 6 h and then lysed. **e** and **f** PC3 cells were transfected, treated with 50 μg/ml of CHX, and harvested at the indicated times. The plot illustrates c-Myc band intensities quantified by densitometry

### USP16 deubiquitinates c-Myc

To explore the functional links between USP16 and c-Myc, we transfected Flag-tagged and V5-tagged plasmids into HEK293T cells, followed by immunoprecipitation with an anti-Flag antibody. Ectopically expressed USP16 was found to significantly interact with c-Myc and vice versa (Fig. 5a and b). Furthermore, USP16 protein was detected when Flag-c-Myc was immunoprecipitated by Flag antibody, and inversely c-Myc was detected when Flag-USP16 was immunoprecipitated in PC3 cells (Fig. 5c and d). The interaction between endogenous c-Myc and USP16 was also demonstrated in PC3 cells (Fig. 5e). Next, we confirmed the co-localization of USP16 and c-Myc in PC3 and DU145 cells using immunofluorescent staining (Fig. 5f). Together, these data indicate that USP16 both interacts and co-localizes with c-Myc.

**Fig. 5:**
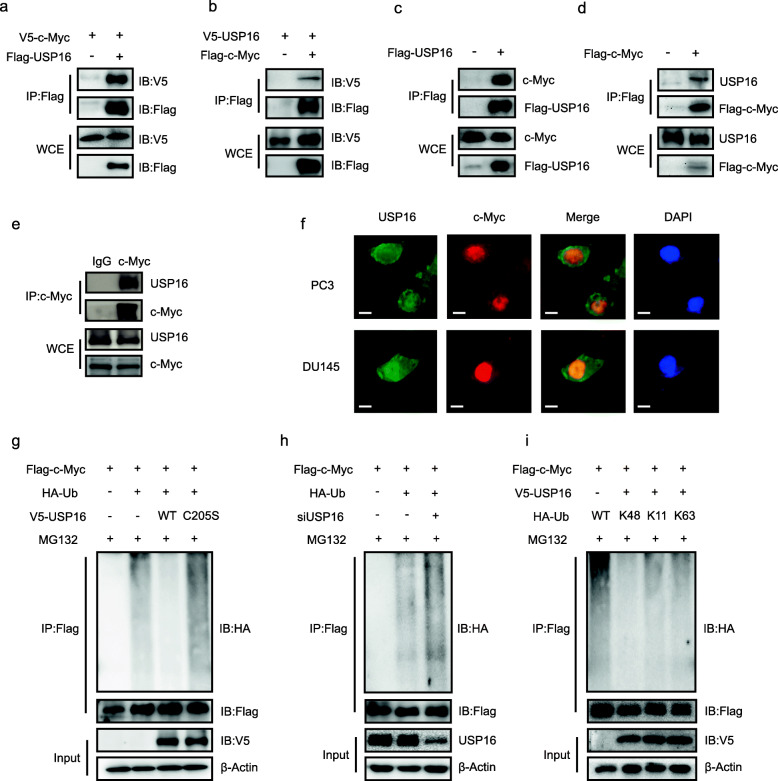
USP16 co-localizes and interacts with c-Myc. **a** and **b** Indicated plasmids were transfected into HEK293T cells alone or in combination, and an anti-Flag antibody was used for immunoprecipitation. IP, immunoprecipitation; IB immunoblotting; WCE, whole-cell extract. **c** and **d** Exogenous USP16 or c-Myc was immunoprecipitated from PC3 cells using an anti-Flag antibody. Endogenous c-Myc or USP16 was analysed by Western blot. **e** Interaction between endogenous c-Myc and USP16 in PC3 cells was analysed by Western blot. **f** Immunofluorescent staining of USP16 and c-Myc in PC3 and DU145 cells. Scale bar, 10 μm. **g** Flag-c-Myc and HA-ubiquitin were co-transfected with v5-USP16 or v5-C205s, and the ubiquitination of c-Myc was measured using an in vivo ubiquitination assay. Precipitates and WCEs were analysed by Western blot. **h** Control siRNA (siNC) or siUSP16 was transfected into HEK293T cells. After 48 h, cells were transduced with Flag-c-Myc and HA-Ub for 24 h and then harvested. **i** HEK293T cells were transfected with v5-USP16, Flag-c-Myc, and different forms of HA-ubiquitins. Cell lysates were immunoprecipitated with an anti-Flag antibody and ubiquitination levels were measured using an anti-HA antibody

To identify whether USP16 serves as a DUB of c-Myc, HEK293T cells were transfected with plasmids encoding HA-ubiquitin and Flag-c-Myc with wild-type USP16 or its catalytically inactive mutant USP16-C205S and treated with MG132. As shown in Fig. 5g, the wild-type USP16, but not USP16-C205S, markedly reduced the ubiquitination of c-Myc. Besides, the knockdown of USP16 significantly enhanced the polyubiquitination of c-Myc (Fig. 5h).

Next, we identified which polyubiquitin modification of c-Myc protein was regulated by USP16. HEK293T cells were transfected with v5-USP16 and Flag-c-Myc, along with one each of the different HA-ubiquitins (WT, K11, K48, or K63). Cell lysates were then immunoprecipitated with an anti-Flag antibody and subjected to immunoblotting analysis using an anti-HA antibody. The results revealed that the K48-linked ubiquitination of c-Myc was substantially reduced by USP16 (Fig. 5i).

### USP16 regulates PCa cell growth through c-Myc

c-Myc is an oncoprotein involved in cell proliferation, and overexpression of c-Myc is known to enhance the viability of several cancer cells [24]. Given that USP16 regulates the stability of c-Myc, we examined whether USP16 regulates cell growth through c-Myc. We either disrupted or overexpressed c-Myc under conditions of USP16 knockdown. The protein levels of USP16 and c-Myc were measured using Western blot (Fig. 6a). Colony formation assays results suggest that c-Myc knockdown could abolish the effect of USP16 knockdown in terms of both cell proliferation and growth (Fig. 6b). Moreover, c-Myc overexpression restored the proliferation and colony formation abilities of USP16 silenced cells (Fig. 6c). These findings were further confirmed by CCK-8 assays (Fig. 6d and e).

**Fig. 6:**
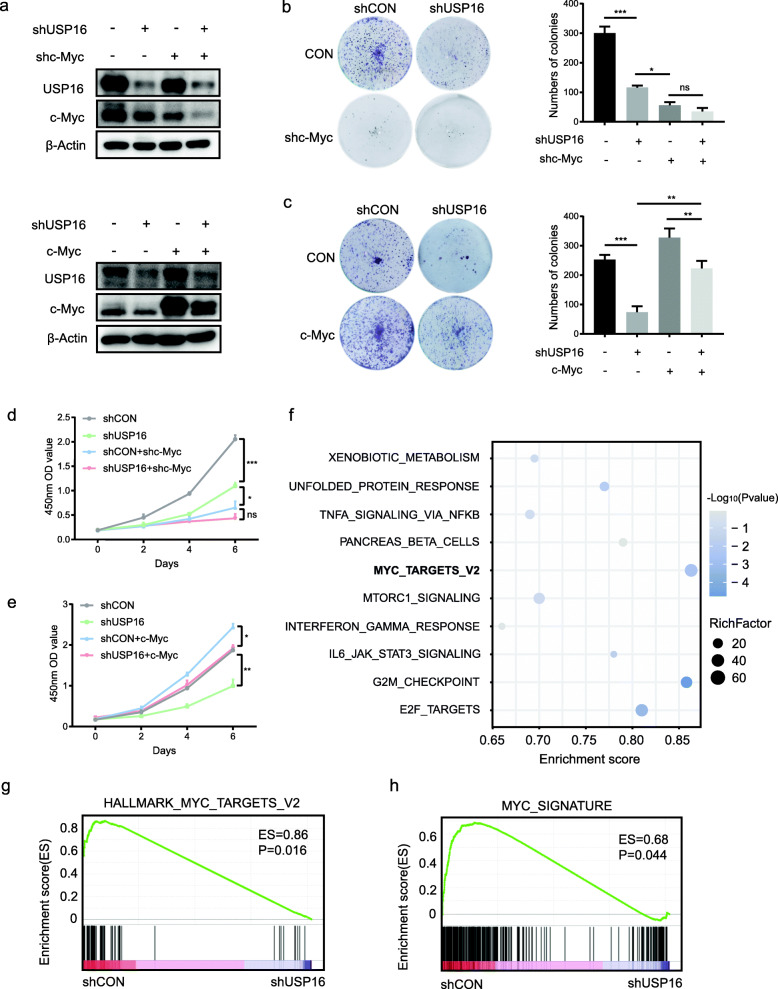
USP16 regulates PCa cell proliferation via c-Myc. **a** Expression of USP16 and c-Myc was evaluated by Western blot. **b** and **c** PC3 cells were transfected with the indicated plasmids and cell growth was measured by colony formation assay. **d** and **e** Cell viability was determined by CCK-8 assay. **f** Bubble plot of GSEA results. **g** and **h** Gene expression profiles of PC3 cells with or without knockdown of USP16 based on the Myc target and signature gene set

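RNA-seq covered 3 libraries of PC3 cells, an androgen-independent prostate cancer cell line. There was 1 library from control cells (shCON), which the paper calls a vector control for its xenografts. Whether these cells express a hairpin is not stated. Each of the 2 hairpins against USP16 (shUSP16#1 and shUSP16#2) had 1 library, so no difference between the libraries has a replicate check. The authors deposited a table of gene expression as TPM values from the Majorbio Cloud Platform. TPM divides reads by transcript length and scales each library to the same sum, so the sequencing depth is unknown and no interval can be given. Fold changes were computed as log2(TPM + 1) under a hairpin minus shCON, a scale that understates the change of low genes. The mean of both hairpins was used where a single value is given. USP16, the targeted gene, was at 19.9 TPM in shCON, 3.5 TPM under shUSP16#1 and 1.08 TPM under shUSP16#2, log2 fold changes of -2.22 and -3.33. Removing the trend of the changes with GC content, an alternative chosen after seeing the data, moved its mean log2 fold change most, from -2.77 to -2.21, and a pseudocount of 0.1 gave -3.28. The tests covered the 13637 genes with a mean of at least 1 TPM over the 3 libraries. At least 1 TPM was reached by 13787 genes in shCON, 13723 under shUSP16#1 and 13011 under shUSP16#2. The 10 most abundant genes held 8.42%, 11.6% and 9.91% of all TPM in these libraries. The median log2 change of all tested genes was -0.17 under shUSP16#1 and -0.37 under shUSP16#2, and changes are also given relative to it.
The changes followed the GC content of the transcripts, with a rank correlation across genes of 0.53 under shUSP16#1 and 0.63 under shUSP16#2. Among the 1330 genes lowest in GC content the median log2 fold changes were -0.60 and -1.05, and among the 1329 genes highest in GC content they were 0.24 and 0.21. The rank correlation with transcript length was -0.26 and -0.30. Genes are not independent replicates in any of these correlations.

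**Figure D2:**
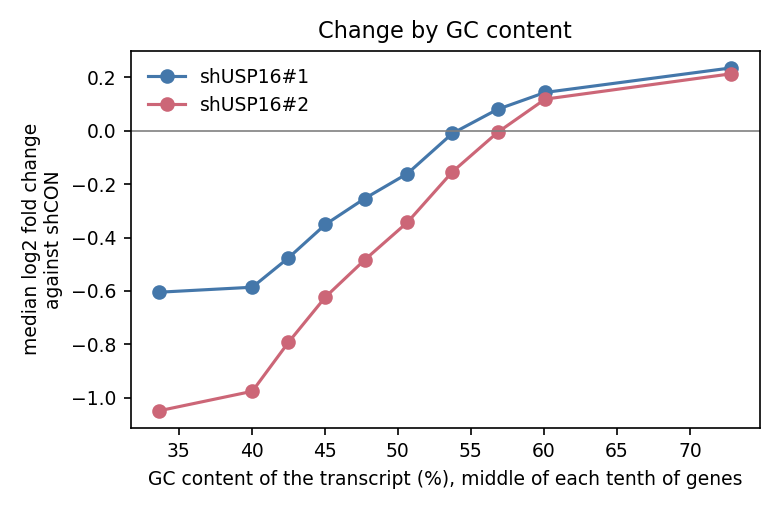
Median log2 fold change against shCON in 10 equal groups of the tested genes ordered by GC content of the transcript, for shUSP16#1 and shUSP16#2. The medians rise from -0.60 and -1.05 in the lowest group to 0.24 and 0.21 in the highest.

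Across the tested genes the changes under the hairpins correlated with a Pearson r of 0.65. Both comparisons use the same shCON library, and 200 simulations of unchanged libraries that share a control gave a mean r of 0.50 and at most 0.52. The simulations gave every library the same noise, set from the difference between the hairpin libraries. Equal noise by itself fixes r near 0.50, and a noisier shCON library would raise it. The gap to 0.65 is thus not by itself evidence of a shared effect of the hairpins. At least a 2-fold fall under both hairpins was found for 627 genes and at least a 2-fold rise for 155. Relative to the median of all tested genes, the same threshold gave 273 lower and 341 higher genes. The simulations gave means of 287 lower and 284 higher genes when their noise was set from the standard deviation, and 7.19 and 6.76 when it was set from the median absolute deviation. Among genes with a mean of at least 5 TPM, those that fell most under both hairpins were RNA5-8SN3, RNU1-27P, AC083939.1, SNORA16A and AC007387.1, and those that rose most were RNA5S10, RNA5S17, RNA5S5, RNU6ATAC and RNA5S12. Most of them are short structural RNA genes. RNA5-8SN3 and RNU1-27P are single copies whose families did not fall under both hairpins. The summed TPM of 5.8S genes was 4983 in shCON, 587 under shUSP16#1 and 13121 under shUSP16#2. For U1 genes and pseudogenes the sums were 841, 299 and 2958. Levels of the 5S genes also differed widely between the hairpin libraries. RNA5S10 was listed at 0 in shCON and was at 336.4 TPM under shUSP16#1 and 2077 TPM under shUSP16#2.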

We then performed RNA-Seq analysis of PC3 cells with or without USP16 knockdown and the gene expression profiles were analysed by GSEA (Fig. 6f). 

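The c-Myc gene signature is the list of 310 genes in Table S2, which gives a negative logFC for all 310, and the medians and scores here use only membership in it. In the expression table 286 of these genes were found, and 276 were tested. Myc targets V2 is a published list of 58 genes regulated by c-Myc. It was written down from knowledge of the public set, not from a release file. All 58 were tested, and 25 tested genes are in both lists.
The median log2 fold change of the signature was -0.35 under shUSP16#1 and -0.46 under shUSP16#2, or -0.18 and -0.09 relative to all tested genes. Compared with 10000 random lists of the same size matched on expression, the median under shUSP16#1 lay below all of them, and that under shUSP16#2 lay at percentile 0.04. These percentiles describe these libraries and are not a test across samples. Of the 276 genes, 203 were lower under both hairpins and 46 were higher. Relative to the median of all tested genes, 148 (53.6%) were lower under both, against 41.7% of all tested genes. Myc targets V2 had medians of -0.42 and -0.46, at percentiles 0.01 and 1.16, or -0.24 and -0.09 relative to all tested genes. In this list 48 genes were lower under both hairpins and 7 were higher. Without the genes shared with the other lists, the mean of both hairpins for Myc targets V2 moved most, from -0.41 over 58 genes to -0.69 over 31 genes. The median GC content was 51.1% for the signature, 53.7% for Myc targets V2 and 49.1% for all tested genes. With random lists also matched on GC content, the highest of the 4 percentiles was 0.02.
LYAR (ENSG00000145220, chromosome 4) fell most in the signature, from 26.8 TPM in shCON to 9.6 and 8.42 TPM. CYCS, PUS7, SLC38A1 and RPP40 followed. SLC6A9 (ENSG00000196517, chromosome 1) rose most, from 9.05 to 21.9 and 23.3 TPM, ahead of DUSP23 and DDIT4. In Myc targets V2, UTP20 (ENSG00000120800, chromosome 12) fell from 10.45 TPM to 3.23 and 2.51 TPM, and PRMT3, PLK4, HSPD1 and TMEM97 were next. TBRG4 rose from 66.5 to 82.9 and 85.1 TPM. DUSP2 and MAP3K6 also rose, but their mean log2 fold changes were -0.25 and -0.36 once the GC trend was removed. That removal adds back the median of all genes, about -0.27 for the mean of both hairpins, so both lay near that median.
Enrichment scores were computed as the running sum of GSEA with weight 1, with genes ranked by the Pearson correlation of TPM with shCON against both hairpins. The score was 0.27 for the signature and 0.41 for Myc targets V2, above all 10000 random lists, whose central 95% ran from -0.13 to 0.17 and from -0.24 to 0.24. Ranking by the difference of class means without an expression minimum, which was chosen after the values were seen, moved the scores most, to 0.70 and 0.88. The 3 libraries can be set 1 against 2 in 3 ways. With shUSP16#1 set apart the scores were -0.31 and -0.31, the first larger in size than the score of the signature in shCON. Among random lists they lay at percentiles 0 and 0.77. With shUSP16#2 set apart the scores were -0.11 and -0.27, at percentiles 64.2 and 0.96. Scores beyond the central 95% of random lists were thus also found with other libraries set apart. For each gene, however, the correlations of the 3 splits cancel out by construction. A list high in shCON is thereby pushed to negative scores in the other splits. The negative scores are not separate evidence and do not decide whether the signal is particular to shCON. With 3 splits no share of splits below 1 in 3 can be reached.

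**Figure D3:**
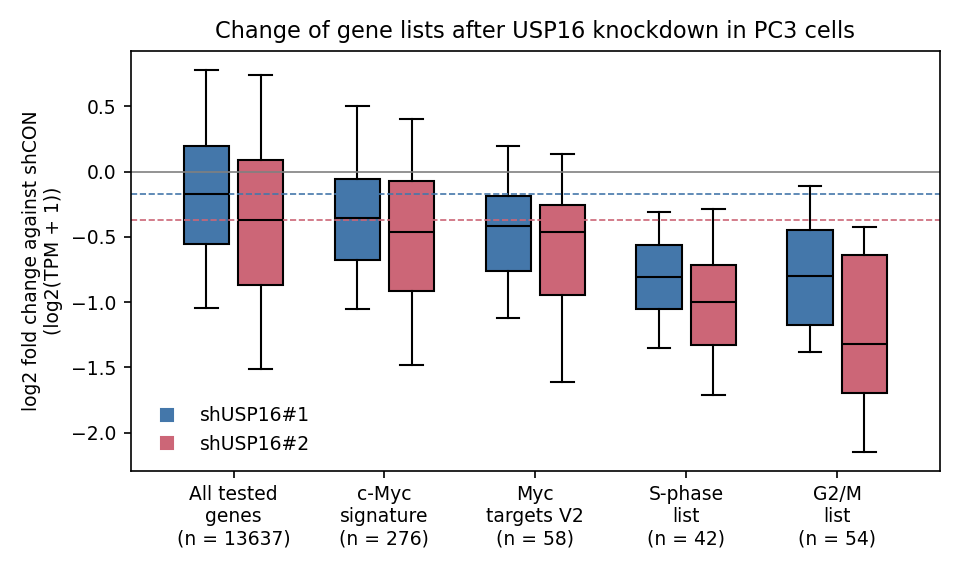
Log2 fold change against shCON of the tested genes of the c-Myc signature, Myc targets V2, the S-phase list and the G2/M list, for each hairpin. Boxes show the quartiles and whiskers the 5th and 95th percentiles of the genes, and dashed lines mark the medians of all tested genes, -0.17 for shUSP16#1 and -0.37 for shUSP16#2.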

Consistent with the previous screening results of published datasets, the Myc targets and Myc gene signature gene set were significantly enriched in the control group (Fig. 6g and h). Together, these data indicate that USP16 regulates PCa cell proliferation mainly throughs stabilizing c-Myc.

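MYC (ENSG00000136997, chromosome 8 from 127735434 to 127741434) was at 238 TPM in shCON, 209 TPM under shUSP16#1 and 173 TPM under shUSP16#2. Its log2 fold changes were -0.19 and -0.46, or -0.02 and -0.09 relative to the median of all tested genes. Its mean change lay at percentile 46.3 of all tested genes. With the GC trend removed, its log2 fold changes were -0.34 and -0.69. These values include the medians of all genes that the removal adds back, about -0.17 and -0.37. GAPDH, the control gene of the qRT-PCR, was at 3582, 3912 and 3620 TPM. Its mean change was -0.30 with the GC trend removed, near the median of about -0.27 that the removal adds back. MKI67 (ENSG00000148773, chromosome 10), which encodes Ki67, fell from 29.6 TPM to 12.1 and 8.78 TPM. From the data of this section together, the paper infers that USP16 acts on the proliferation of PCa cells mainly by stabilizing c-Myc. RNA-seq does not measure the c-Myc protein.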

### USP16 expression is elevated in prostate cancer

Next, we sought to confirm our results in clinical samples. We characterized USP16 expression in PCa (*n* = 70) and adjacent normal tissues (*n* = 70) via IHC staining. The staining scores of normal prostate tissues were markedly weaker than PCa tissues (Fig. 7a). Furthermore, we noticed that the USP16 staining scores were significantly correlated with the Gleason scores (χ2 test; *p* < 0.05; Fig. 7b and c), which indicates the essential role played by USP16 in PCa development.

**Fig. 7:**
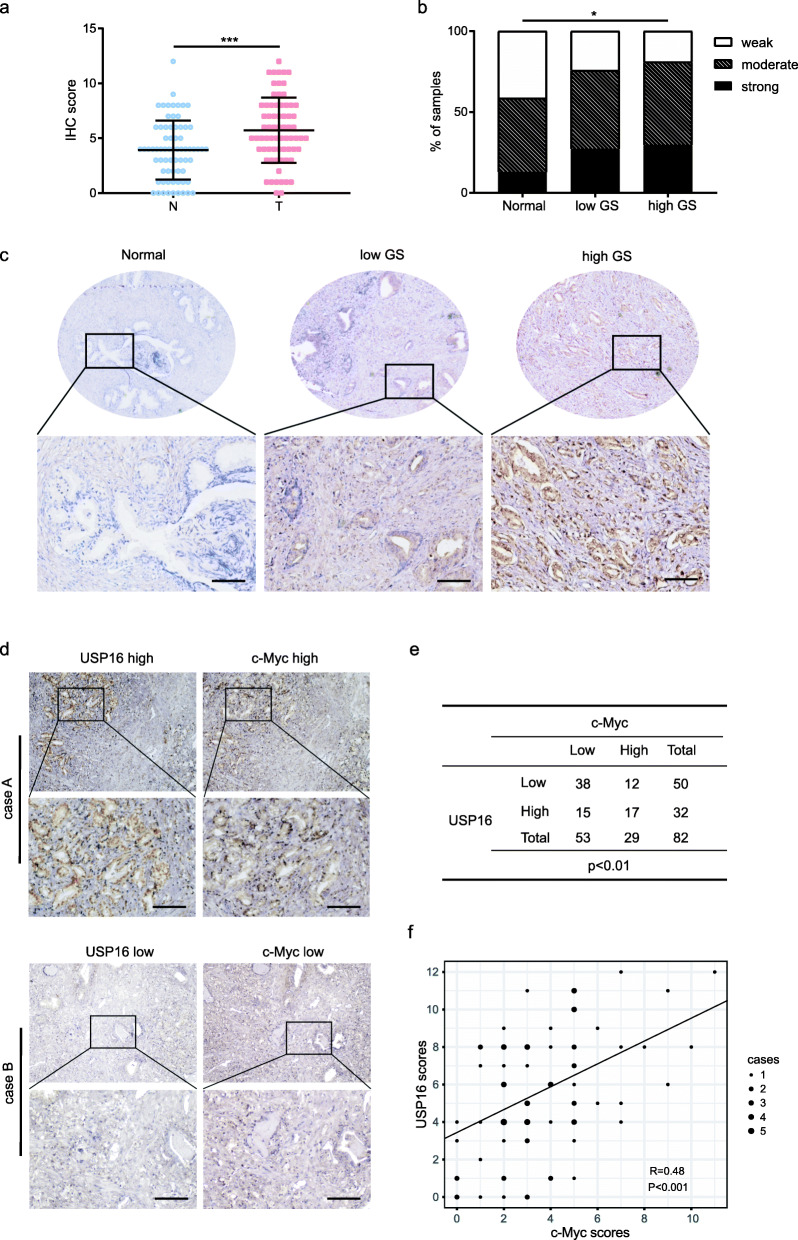
USP16 expression is upregulated in prostate cancer. **a** Expression of POH1 in normal prostate tissues (N) and PCa tissues (T) were examined by IHC (Mann-Whitney test, *p* < 0.001). **b** Distribution of USP16 expression among prostate samples as indicated (N, normal prostate; low GS, Gleason scores ≤3 + 4; high GS, Gleason scores ≥4 + 3; weak, IHC scores ≤4; mod, 4 < IHC scores ≤8; strong, IHC scores > 8) (χ2 test; *p* < 0.05). **c** Representative images of prostate samples (scale bar: 100 μm). **d** Case A: a representative sample with high USP16 and c-Myc staining. Case B: a representative sample with low USP16 and c-Myc staining. Scale bar: 100 μm. **e** Quantification of the staining revealed a statistically significant correlation. (χ2 test; *p* < 0.01); **f** Correlation between USP16 and c-Myc expression in PCa samples are shown (Spearman correlation test; *p* < 0.001). R indicates the correlation coefficient

To further assess the association between USP16 and c-Myc in PCa, we detected the expression of USP16 and c-Myc using tissue microarrays containing 82 human PCa tissues. Consequently, a positive correlation was found between the staining scores of USP16 and c-Myc (Fig. 7d-f). Thus, these results revealed the clinical relevance of USP16-mediated regulation of c-Myc in PCa development.

## Discussion

Deubiquitination is a widespread post-translational modification of proteins that affects diverse biological processes. DUBs can remove ubiquitin from substrates and thus stabilize target proteins, as well as regulate their subcellular localization and function [25]. Ubiquitin-specific proteases (USPs) account for the majority of DUBs and are involved in a variety of cellular processes including cell proliferation, differentiation, and metabolism [26]. Furthermore, USPs are significantly correlated with the occurrence of numerous cancers including PCa. For example, USP10 interacts with G3BP2 to block p53 signal transduction, leading to poor prognosis in prostate cancer [27]; USP44 promotes the development of prostate cancer by stabilizing EZH2 [28], and USP2a enhances c-Myc expression via microRNA-related regulation and thus promotes tumourigenesis [29]. Moreover, the AR protein, which is frequently dysregulated in PCa, has been reported as a substrate for several USPs including USP12 [30], USP22 [31], USP26 [32], and USP7 [33]. Besides controlling AR and ARv7, USP7 is also in charge of the stability of the CCDC6 gene product, a tumor suppressor whose impairment induces a BRCAness-like phenotype which associates to PARP inhibitors sensitivity in prostate and urothelial cancer [34–36].

In PCa, c-Myc plays a key role in disease progression [16], and c-Myc expression is positively correlated with advanced histologic grade and poor prognosis. Hubbard et al. found that the combination of Myc activation and Pten loss could result in lethal prostate cancer [37]. However, despite this strong evidence linking c-Myc and disease pathology, few effective treatments have targeted c-Myc due to its structure and location [38]. As a transcription factor, c-Myc lacks enzymatic activity, making it difficult to target by small molecules. Additionally, c-Myc is predominantly located in the nucleus, thereby rendering monoclonal antibody-based therapies impractical [39]. To overcome this limitation, researchers have instead focused on targets upstream of c-Myc, such as BET bromodomain inhibitors [40], which have demonstrated preclinical efficacy in models of c-Myc-driven CRPC and shown considerable promise as a therapy for PCa [41].

Given the strong transcription-promoting activity of c-Myc, it is not surprising that c-Myc abundance is tightly controlled by multiple mechanisms [42]. One of the most significant mechanisms maintaining appropriate c-Myc protein levels is the ubiquitin–proteasome system (UPS). In the present study, we found that the targeted disruption of USP16, but not other deubiquitinases of c-Myc, reduced c-Myc protein levels in PCa, indicating that DUBs have different functions in different cancers.

It has been reported that USP16, one of the deubiquitinases of Histone H2A, is required for removing ubH2A-mediated repression during the differentiation of embryonic stem cells [23]. Besides, USP16 can regulate hematopoiesis and the function of hematopoietic stem cells [43] . However, the role of USP16 in tumourigenesis remains poorly understood. Here, we demonstrated that USP16 knockdown notably impaired PCa cell proliferation both in vitro and in vivo. In addition, we found USP16 regulates PCa cell growth through stabilizing c-Myc. Furthermore, USP16 expression was upregulated in PCa tissues and correlated with PCa pathological grade and c-Myc expression, suggesting that USP16 plays a critical role in PCa tumourigenesis and could be a therapeutic target of PCa.

As indicated in Fig. 6f, USP16 knockdown may result in potential effects independent from c-Myc, such as G2M checkpoint and E2F targets. It has been reported that the silence of USP16 in Hela cells could decrease the proportion of cells at G2/M partially due to the defects of H2A deubiquitination during G2/M phase progression [44]. In addition, HSCARG, a negative regulator of H2A ubiquitination, is necessary for cell proliferation and the deletion of HSCARG could activate checkpoint signaling and impair cell viability [45]. 

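The hallmark sets of G2M checkpoint and E2F targets were not used here, and the S-phase and G2/M gene lists of the Seurat package were tested in their place. The S-phase list (42 of 43 genes tested) had median log2 fold changes of -0.81 under shUSP16#1 and -1.0 under shUSP16#2, and 41 genes were lower under both. The G2/M list (54 genes) had medians of -0.80 and -1.32, and 53 genes were lower under both. Relative to all tested genes the medians were -0.64 and -0.63 for the S-phase list and -0.63 and -0.95 for the G2/M list. All 4 medians lay below those of every one of the 10000 random lists matched on expression. The median GC content of these lists was 44.8% and 43.1%, and GC-poor genes were lower in general. With random lists matched on expression and GC content, the highest of the 4 percentiles was 0.07. Removing the GC trend moved the mean of both hairpins from -0.91 to -0.70 for the S-phase list and from -1.08 to -0.80 for the G2/M list. Of the tested genes in the c-Myc signature 2 are in the S-phase list and 0 in the G2/M list. The KEGG term Cell cycle (122 tested genes) had medians of -0.55 and -0.81. The enrichment scores for shCON were 0.60 for the S-phase list and 0.54 for the G2/M list. With shUSP16#1 set apart they were -0.57 and -0.42, and with shUSP16#2 set apart -0.32 and -0.39. As for the Myc lists, these negative scores are tied to those for shCON by construction.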

Besides, USP21 could promote transcription by deubiquitylating ubH2A in vitro [46]. Therefore, the deubiquitination of H2A by USP16 may also play a role in prostate cancer cell proliferation to some extent, which remains further investigated. On the other hand, c-Myc target genes include critical positive cell cycle regulators like cyclin-dependent kinases, cyclins and E2F transcription factors [47]. Moreover, c-Myc promoter contains an E2F binding site which is crucial for c-Myc expression [48]. In brief, c-Myc has synergistic effect with E2F and the specific mechanism between c-Myc and E2F awaits further study. Additional work will be required to determine which part of c-Myc transcriptional network could be regulated by USP16 so that we could find the key genes or pathways involving transformation of CRPC or NEPC. Besides, it remains to explore whether c-Myc signalling could activate USP16 expression, resulting in a positive feedback loop that further promotes tumourigenesis.

## Conclusion

Our study identified USP16 as a novel deubiquitinase of c-Myc and revealed its important role in the development and progress of PCa. RNA-seq data from PCa cells demonstrated that USP16 was strongly associated with c-Myc expression signatures and downstream targets. And the positive correlation between USP16 and c-Myc was further confirmed by IHC staining of tissue microarray. Given the essential role played by c-Myc in PCa, targeting USP16 may represent a potential therapy for PCa treatment.

## Supplementary Information

**Additional file 1: Table S1.** qPCR primers and shRNAs sequences.

**Additional file 2: Table S2.** c-Myc gene signature.

**Additional file 3: Fig. S1.** Films of long and short exposure in cycloheximide chase assay.

## Data Availability

The datasets supporting the findings of this study are indicated in the article.

## Abbreviations

AR: Androgen receptor
CCK8: Cell counting kit-8
CHX: Cycloheximide
CRPC: Castration-resistant prostate cancer
DUB: Deubiquitinase
GS: Gleason scores
GSEA: Gene set enrichment analysis
IHC: Immunohistochemistry
IP: Immunoprecipitation
PCa: Prostate cancer
qRT-PCR: Quantitative real-time polymerase chain reaction
UPS: Ubiquitin proteasome system
USP16: Ubiquitin-specific protease 16
USPs: Ubiquitin-specific proteases
WCE: Whole-cell extract

# Supplementary material for: USP16 regulates castration-resistant prostate cancer cell proliferation by deubiquitinating and stablizing c-Myc
**Source:** J Exp Clin Cancer Res. 2021 Feb 5;40:59. doi: 10.1186/s13046-021-01843-8
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. qPCR primers and shRNAs sequences.

**Table S1.** qPCR primers and shRNAs sequences

| Primer | Sequence |
| --- | --- |
| USP16 Forward | 5′-TCTGTCGCCGTGGATTGTTA-3′ |
| USP16 Reverse | 5′-TGTGTCTGCACACAGGTTCT-3 |
| USP22 Forward | 5'-AGGCCATGGACGCCGA-3' |
| USP22 Reverse | 5'-ACTTGGCCTTGCGCTTGC-3' |
| USP28 Forward | 5'-CACAAGCTCCTGGATTGGCT-3' |
| USP28 Reverse | 5'-AGAGGATACTGGCCGAAGGT-3' |
| USP38 Forward | 5'-ACGAGCAGGTTTCCAAAGGA-3' |
| USP38 Reverse | 5'-CTGGTGGGTCGTTGTCATCA-3' |
| USP40 Forward | 5'-GGAACTGGCTTCTCGTTCCA-3' |
| USP40 Reverse | 5'-AACTCTGCCCCAAGACGAAG-3' |
| c-Myc Forward | 5'-AAAGGCCCCCAAGGTAGTTA-3' |
| c-Myc Reverse | 5'-TTTCCGCAACAAGTCCTCTT-3' |
| GAPDH Forward | 5'-AGCCACATCGCTCAGACAC-3' |
| GAPDH Reverse | 5'-CCCTGTCTGTCCTCTGTAGC-3' |
| shUSP16#1 sense | 5′-GCCAGAAGAAATCATGTTTAT-3′ |
| shUSP16#1 antisense | 5′-ATAAACATGATTTCTTCTGGC-3 |
| shUSP16#2 sense | 5'-CGGTGATATTCCACAAGATTT-3' |
| shUSP16#2 antisense | 5'-AAATCTTGTGGAATATCACCG-3' |
| shUSP22 sense | 5'-CACAAGCTCCTGGATTGGCT-3' |
| shUSP22 antisense | 5'-AGAGGATACTGGCCGAAGGT-3' |
| shUSP28 sense | 5'-GCTCTAATGATGGGATCAAAT-3' |
| shUSP28 antisense | 5'-ATTTGATCCCATCATTAGAGC-3' |
| shUSP38 sense | 5'-CGTCTAATACTATGACTGTTA-3' |
| shUSP38 antisense | 5'-TAACAGTCATAGTATTAGACG-3' |
| shUSP40 sense | 5'-CGGAGATACTATTGGTGTTAA-3' |
| shUSP40 antisense | 5'-TTAACACCAATAGTATCTCCG-3' |

How the deposited data were processed for this re-analysis (not part of the article)

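Gene expression was measured by RNA-seq in 3 libraries of PC3 cells: 1 of control cells (shCON), 1 expressing shUSP16#1 and 1 expressing shUSP16#2. The authors deposited 1 table of TPM values with 2 decimals for 60930 genes, made on the Majorbio Cloud Platform from reads sequenced by Majorbio. The paper's text does not name the aligner, the quantification tool or the genome annotation. Of the identifiers, 58516 matched GENCODE release 29, and 307 genes carry names of transcripts assembled without a reference. The table also holds 3 columns that repeat others under the same name, which were not used, and annotation of genes to GO and KEGG terms. TPM keeps no record of depth, so the depth of each library is unknown and no interval was given.

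Entries that repeat the name of another were left out (1211), which left 59719 names, and the 13637 with a mean of at least 1 TPM were tested. Fold changes were computed on the log2(TPM + 1) scale from the deposited TPM. With 1 library per condition there is no test across samples. Lists of genes were described by the percentile of their median among 10000 random lists of the same size, matched on mean expression in 20 bins, and were called beyond the threshold under percentile 2.5 or over percentile 97.5. The lists were the 310 genes of Table S2, matched by symbol and by former symbols, the 58 genes of Myc targets V2, and the S-phase (43 genes) and G2/M (54 genes) lists of Seurat. Table S2 genes that could not be matched or were under the minimum were left out. Myc targets V2 and the Seurat lists were written down from knowledge of the public lists. GO and KEGG terms with 15 to 500 tested genes were described the same way. The enrichment score followed the ranking the paper names, a Pearson correlation, with weight 1. The paper's phenotype permutation was replaced by the 3 ways of setting 1 library against the others.

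The genes named in the text were chosen by a rule: USP16, MYC, the other USPs the paper names in its screen or as c-Myc deubiquitinases (USP22, USP28, USP38, USP40, USP7, USP36 and USP37), MKI67 and GAPDH, the 5 genes with a mean of at least 5 TPM that fell most and the 5 that rose most under both hairpins, and in each Myc list the 5 that fell most and the 3 that rose most. Both hairpins had to change in the same direction, and genes were ordered by the smaller of the 2 changes. SYCP1, IL1RAPL2, NLRP1, NDRG1, ANGPTL4 and MIR210HG fall outside this rule and were chosen after their values were seen.

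The alternatives were a pseudocount of 0.1, centring on the median of all tested genes, no minimum, a minimum of 5 TPM, each hairpin alone, exact symbols only, lists without shared genes, and other rankings for the enrichment score. Removal of the GC trend, matching on GC content or length, protein-coding genes only, and 5 more variants of the ranking and minimum of the enrichment score were chosen after seeing the data. GC content was taken from the transcripts of GENCODE release 29, and the GC trend was removed by subtracting the median change of 50 bins of GC content and adding back the median of all genes.

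The procedures were tested on simulated data with a noise SD of 0.2 on the log2 scale, in which 200 of 13637 genes were changed. The recovered median of the lowered genes was -1.50 where -1.5 was given, 100% of the changed genes and 0 unchanged genes were called at this noise, and 10 of 200 unchanged lists fell outside the central 95% of random lists. Unchanged libraries that share a control were simulated with the same noise in each. With noise set from the standard deviation of the difference between the hairpin libraries, they gave on average 287 genes lower and 284 genes higher. A simulated unchanged list poor in GC lay at percentile 0 among lists matched on expression and at percentile 7.74 among lists also matched on GC content. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.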

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

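The tests of GC content as the source of the length trend were chosen only after the result was seen, and every pattern here was found and tested on the same 3 libraries, so each explanation is a hypothesis. The paper's text reports on none of these signals.

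Changes under both hairpins followed the GC content of the transcripts, with rank correlations across genes of 0.53 for shUSP16#1 and 0.63 for shUSP16#2. Transcript length does not account for it, since the partial rank correlation given length was 0.51 under shUSP16#1 and 0.61 under shUSP16#2. Genes of the cell cycle and Myc lists do not either, since the correlation without them and without the Cell cycle term was at least 0.53. The difference between the 2 hairpin libraries also followed GC content, with a rank correlation of 0.38. A candidate explanation is library preparation or sequencing that differed from library to library. That would act on every class of transcript, but the correlation was 0.16 and 0.20 among 1808 genes that are not protein-coding, against 0.59 and 0.69 among 11488 protein-coding genes, which is neither absent nor as strong. With 1 library per condition this explanation and an effect of the knockdown on GC-poor transcripts cannot be told apart.

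Longer transcripts were lower under both hairpins, with rank correlations of -0.26 and -0.30. Short non-coding RNA does not account for this, since the value nearer 0 was -0.27 among protein-coding genes of at least 1000 bases. Nor do the members of the 4 lists, without which it was -0.26. RNA integrity would act through transcript length rather than genomic span. The partial correlation with transcript length given span was -0.14 and -0.16, nearer 0 than that with span given transcript length, -0.23 and -0.26. A correlation with transcript length remained and GC content was not held fixed, so this does not decide on RNA integrity. GC content is not the whole source in the 4 lowest of 5 groups of genes by GC content, where the correlation nearest 0 was -0.15. In the group highest in GC content the correlations were -0.061 and -0.03, so there the trend may come from GC content. What remains of the trend is unexplained.

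The summed TPM of 5S ribosomal RNA genes was 0 in shCON, 1021 under shUSP16#1 and 26902 under shUSP16#2. Reads moving between copies of a family would leave its sum similar across libraries, but the sums of the U1 family differed by a ratio of 9.88. Carry-over of short RNA that differs from library to library could explain the signal. Among 142 genes under 200 bases the median size of the difference between the 2 hairpin libraries was 4.91 times the smaller of their median changes from shCON, against 0.682 times for protein-coding genes. An effect of USP16 on these RNAs was not tested.

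SYCP1, IL1RAPL2 and NLRP1 were at 34.2, 22.0 and 27.3 TPM in shCON and under 1 TPM under both hairpins. RNA from germ cells is not a likely source, since the median TPM of 18 germ cell genes in shCON was 0 and the highest was 0.26. A loss of the whole chromosomal region would lower the neighbouring genes. The 50 tested genes within 1000000 bases had a median change of 0.059 and 0.10 relative to all tested genes, but 32 lie around NLRP1. The medians of 0.19 and 0.41 around NLRP1 argue against such a loss there. They were -0.25 and -0.49 around SYCP1, and -0.03 and -0.35 around IL1RAPL2, so the pooled median does not decide for these genes. Relative to all tested genes, SYCP1 itself changed by -4.41 and -3.93 and IL1RAPL2 by -4.06 and -3.94, more than their regions. A regional change around SYCP1 or IL1RAPL2 remains open. Differences between the cell populations that gave rise to the stable lines, and an effect of USP16, also remain open and were not tested.

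NDRG1, ANGPTL4 and MIR210HG were higher under both hairpins, with mean log2 fold changes of 1.95, 2.08 and 1.56. A hypoxia response would raise other genes with that annotation. The 79 other genes annotated to cellular response to hypoxia had medians of -0.30 and -0.33, against -0.17 and -0.37 for all tested genes. They lay at percentile 1.56 under shUSP16#1, lower than the central 95% of random lists, and at 35.1 under shUSP16#2. With length and GC content also matched the percentiles were 5.68 and 70.4. The term was thus not raised under either hairpin, but a median that is not raised does not exclude a response of some of its members. A hypoxia response, an effect of USP16 and chance differences between cultures remain open.

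The 48 genes annotated to type I interferon signaling had median log2 fold changes of 0.31 under shUSP16#1 and 0.13 under shUSP16#2, or 0.48 and 0.50 relative to all tested genes. The length trend is not the cause: among random lists matched on expression and length the lower percentile was 99.99. Matching on GC content as well left it at 99.98. An effect of USP16, or of the cultures remains open and untested.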

How the results depend on the processing

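Removal of the GC trend, matching on GC content or length, protein-coding genes only and several rankings for the enrichment score were chosen after seeing the data, while the other alternatives were fixed before the data were examined. No paired analysis was possible because each condition had 1 library.

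The median changes of the c-Myc signature, Myc targets V2, the S-phase list and the G2/M list kept their sign and stayed beyond the threshold under every alternative that was tested for them, and the percentiles of each hairpin alone were beyond it too. Myc targets V2 had a median of -0.42 and -0.46 with each hairpin alone, and the G2/M list -0.80 without shUSP16#2 and -1.32 without shUSP16#1. The enrichment scores of the c-Myc signature and Myc targets V2 stayed above the threshold under every alternative run for them, and those of the S-phase and G2/M lists were not computed under alternatives. With each hairpin alone, and genes ranked by log2 fold change, the scores were from 0.34 to 0.36 for the signature. For Myc targets V2 they were from 0.41 to 0.47. The same ranking with both hairpins gave 0.36 and 0.44.

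MYC moved from -0.33 to -0.060 when centred on the median of all tested genes, and the correlation of the hairpins was 0.65, 0.60 with a pseudocount of 0.1, 0.80 by rank, 0.58 with the GC trend removed and 0.71 by rank with the GC trend removed. The 627 genes at least 2-fold lower under both hairpins became 1095 with a pseudocount of 0.1, 273 when centred, 273 with the GC trend removed and 113 with both. Counted in a single hairpin, genes at least 2-fold lower numbered from 789 to 2659, the higher count without shUSP16#1. The 155 higher genes became 287 with a pseudocount of 0.1, 341 when centred, 96 with a minimum of 5 TPM, 101 with the GC trend removed, 212 with that trend removed and centring, and from 382 to 386 in a single hairpin. Counting in 1 hairpin relaxes the condition, which by construction raises the counts. Terms higher under both hairpins rose from 28 to 50 with matching on length. The cause of the other moves was not tested.

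Of 51 other genes followed singly, 10 of which are not named in the text, 3 changed sign with the GC trend removed. GAPDH moved to -0.30, DUSP2 to -0.25 and MAP3K6 to -0.36. This removal adds back the median of all genes, about -0.27, so these values lie near the level of all genes. Another 25 moved under that alternative, 33 under centring and 21 with a pseudocount of 0.1. The unknown depth limits genes with low TPM most, for which no interval can be given.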

Differences from the paper's values

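The 5 settings named here as chosen after the values were seen were tried after the scores of the paper's figures had been read, and no setting is taken to be the paper's method.

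For Myc targets V2 the enrichment score was 0.41, and the paper's is about 0.86 in Fig. 6g, read by eye. For the c-Myc signature it was 0.27, and the paper's is about 0.68 in Fig. 6h, read by eye. None of the alternatives set before the data were examined closed either gap, which gave from 0.34 to 0.47 for Myc targets V2 and from 0.18 to 0.36 for the signature. With settings chosen after seeing the values, the scores for Myc targets V2 and the signature fell within 1.5 times the paper's: 0.83 and 0.61 when ranked by the difference of class means, 0.88 and 0.70 when so ranked without a minimum, 0.68 and 0.59 with every listed gene, 0.60 and 0.51 when ranked by log2 fold change without a minimum, and 0.79 and 0.69 when ranked by log2 fold change with every listed gene.

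The mRNA level of USP16 under shUSP16#2 was 0.0994 of that in shCON on the TPM + 1 scale, and the paper's by qRT-PCR, a different assay, is about 0.26 in Fig. 4a, read by eye, with an error bar of about 0.03 in Fig. 4a, read by eye (SD by the paper's statement on its data). Neither a pseudocount of 0.1 (0.0589) nor centring (0.128) closed the gap, nor did removal of the GC trend (0.161) or division by GAPDH (0.0536), both chosen after seeing the values. The division by GAPDH used TPM without a pseudocount. GAPDH under shUSP16#2 was 1.01 of its level in shCON, so leaving out the pseudocount accounts for most of that move. For MYC under shUSP16#2 the level was 0.726, and the paper's is about 1.2 in Fig. 4a, read by eye, with an error bar of about 0.06 in Fig. 4a, read by eye. With a pseudocount of 0.1 it was 0.725, which does not close the gap, and centring gave 0.937, within 1.5 times the paper's value. Removal of the GC trend (0.621) and division by GAPDH (0.717), both chosen after seeing the values, did not close it. Under shUSP16#1 the levels were 0.215 for USP16 and 0.878 for MYC. The paper's are about 0.19 and 1.1 in Fig. 4a, read by eye, so both were within 1.5 times. With the GC trend removed, USP16 under shUSP16#1 was 0.293, beyond 1.5 times the paper's value.

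The paper describes the genes of its signature as raised by c-Myc, while Table S2 gives all 310 a negative logFC. The direction of the contrast is not given in the paper's text, and with control minus c-Myc overexpression as the contrast the signs would match the paper's description. Fig. 6f places the interferon gamma response among sets enriched in shCON. The GO term interferon-gamma-mediated signaling pathway, a different list of 45 genes, had medians of 0.03 and -0.08, at percentiles 96.9 and 98.1 among random lists matched on expression. This is above the central 95% of random lists under shUSP16#2 only. With length and GC content also matched, the percentile under shUSP16#2 was 98.2 and that under shUSP16#1 was lower than before and again within the central 95%.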

Other observations

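The test of a shift of the whole distribution in the Myc lists was chosen only after the result was seen, and the patterns were found and tested on the same data, so the explanations are hypotheses.

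Technical explanations for the lower Myc lists were tested. Matched on expression and length, the highest percentile over both lists and hairpins was 1.65, and matched on expression and GC content it was 0.02, so neither trend accounts for it. A shift of the whole TPM distribution is carried by the random lists too, and the highest percentile among them was 1.16. Without the cell cycle list genes the highest percentile was 1.51. This left out only 2 genes of the signature and 3 of Myc targets V2, so it hardly tests a part played by the cell cycle. For the S-phase and G2/M lists the highest percentile was 0 when matched on length and 0.07 when matched on GC content. These tests leave a lower level of both kinds of list under knockdown as a hypothesis, with no replicate to test it. If loss of c-Myc activity lowered the signature, genes with a larger fold change in Table S2 might fall more, but the rank correlation over 276 genes was 0.062 and 0.058, within the range of shuffled genes, so this test does not decide.

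Whether the hairpins acted through seed sites was tested with 7-base sites in 3' untranslated regions. The genes with a site for shUSP16#1 lay at percentile 56.7 among control sites and those for shUSP16#2 at percentile 90.5. Both lay within the range of control sites. Whether the test could detect a seed effect was not examined, so it does not decide.

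USP22, USP28, USP38, USP40, USP7, USP36 and USP37 were all lower under both hairpins, with a median of -0.72 and -0.98. Relative to the median of all tested genes they were lower as well. Among random lists matched on expression the median lay at percentile 1.59 under shUSP16#1 and 4.37 under shUSP16#2, so under shUSP16#2 it was already within the central 95%. Matched on length as well, the percentiles were 4.21 and 10.1. Whether the length trend accounts for the lower levels was not decided by this test. Of the 48 tested genes named USP and a number apart from USP16, a group that includes these 7, 38 were lower under both hairpins before centring.

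The KEGG term Ribosome (217 genes) had medians of 0.04 and 0, at percentiles 99.8 and 100 among lists matched on expression. Matched on length as well, the lower percentile was 91.6, within the central 95%, but with GC content matched too it was 100 under both hairpins. The length trend may explain the rise only if GC content is ignored, so the tables do not decide. In total 169 of 1650 GO and KEGG terms were lower and 28 higher under both hairpins. With matching on GC content 119 were lower, 95 of them shared, and 24 higher, 14 of them shared. Ribosome biogenesis in eukaryotes (80 genes) had medians of -0.56 and -0.77.

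A larger share of TPM in a few abundant genes and in short RNA could lower the median of all genes. With genes under 200 bases and the 10 most abundant genes of each library left out and TPM rescaled, the median change was still -0.14 and -0.29, so this explains part of the shift at most.

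In Table S1 the sense and antisense sequences of shUSP22 are identical to the forward and reverse primers of USP28. They match 6 and 10 transcripts of USP28 and none of USP22 in GENCODE release 29. The reverse primer of GAPDH matched 4 transcripts of DRAM1 and none of GAPDH, and the forward primer of USP40 had no exact match. Only exact matches to annotated transcripts were searched.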
